A study of Leucoraja erinaceus with 6 samples.

How the data were processed

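RNA-seq was carried out on dorsal root ganglia (DRG) and spinal cord dissected separately from stage 32 little skate embryos, with 3 libraries per tissue. Per the labels' protocols, RNA was extracted with TRIzol, and stranded libraries were made after polyA selection and sequenced with paired-end reads on an Illumina NovaSeq instrument. PolyA selection limits the measurement to polyadenylated transcripts, and pooling of 3 to 4 embryos per library averages over individuals, so the spread between libraries is a spread between pools.

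The authors deposited 1 table of raw whole-number counts per gene for the 6 libraries. The aligner, the counting program, its strand setting, the genome build and the annotation are not stated in the labels, so no coordinates are given, and counts of near-identical paralogs and of overlapping genes on either strand are uncertain where reads could be split between them. Per the series text, the authors analysed the data with edgeR and TMM normalisation. Gene identifiers were used as in the table. Of its 22111 row names, 21518 matched a RefSeq gene table of the assembly Leri_hhj_1 and 593 did not; that gene table was used only for names and for which genes neighbour each other. No symbol was given for 7460 of the tested genes (46.3%), which carry an identifier starting with LOC.

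A total of 24 rows name no gene. They were kept out of library sizes and tests, and held 1.96% ± 0.0684 of all counts in DRG and 1.22% ± 0.199 in spinal cord (SD, n = 3 each). No count was found in any library for 1453 rows. Genes with too few counts were removed with filterByExpr of edgeR at its default settings, which left 16112 genes tested and 5975 not tested.

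The tests ran in R 4.3.3 with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest, tissue as the only term, Benjamini-Hochberg adjusted p under 0.05). The common dispersion was 0.0817, a biological coefficient of variation of 28.6%. CPM values are normalised with TMM factors, and means are given with the SD over 3 libraries. The log2 fold change is DRG over spinal cord, and its standard error (SE) is its size divided by the square root of the F statistic. Where every library of a tissue had at most 3 counts, the fold was computed against 3 counts and given as a lower bound. Shares of counts were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1, and the share of a single library carries a 95% Wilson interval. Library totals were 24693555 to 29080300 counts. CPM are relative to the total over tested genes times the TMM factor, which puts 3 counts at 0.0764 to 0.176 CPM.

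The marker lists cover pan-sensory, nociceptor, mechanoreceptor and proprioceptor neurons, motor neurons, spinal interneurons, neural progenitors, peripheral glia, proliferation, muscle, blood, connective tissue, endothelium and Hox genes. Symbols were matched without regard to case, and with the suffix a or b where the plain symbol was not found. A total of 3 genes (runx1, runx3 and ret) are in more than 1 list. Lists with at least 5 tested genes were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2. The genes named are, in each direction, the 5 with the largest fitted log2 fold change among those past the threshold, with the same direction in all 3 pools and a mean of at least 10 CPM in the higher tissue, and any gene of the lists; at most 2 identifiers without a symbol are named in each direction. List genes that are not named enter only the counts and medians of their lists. The lists, this rule, the design of the tests between tissues and the alternatives were fixed before the data were examined, apart from 2 alternatives and the further tests on single patterns that are given as later choices.

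The labels give the same pool number to the same replicate number of both tissues and also list it as a batch, so the numbers pair the libraries by label. This was checked with the correlation, across 16112 genes, of each library's deviations from its tissue mean. It was 0.48 for pool 815, -0.24 for pool 816 and -0.18 for pool 818. The comparison without a replicate block had been set beforehand, as the series text names none, with the block as an alternative. No other sequencing batch is given in the labels, and a single batch holds 1 library of each tissue, too few for a test within it.

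Alternatives were DESeq2 size factors, upper quartile factors and library sizes alone in place of TMM; DESeq2 1.42.0 and limma voom in place of edgeR's test; no filter and a filter of at least 10 counts in every library; the replicate block; leaving out each library in turn; glmTreat and a fold change of 4 for marker genes of a tissue; and fry, an estimated correlation and a prior count of 0.5 for the lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

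The tests were tested on simulated counts for 15823 genes, of which 195 tested genes carried a known change. At a log2 fold change of 2, 81.3% of changed genes were recovered, and at 1, 46.6%. Of 135 calls 5.19% were false and 0 had the wrong sign. With few changed genes, the same adjusted p threshold asks for a smaller unadjusted p than in the real data. The recovered shares therefore do not carry over to the real test. A planted list was called and 0 of 9 lists without a change were called. Simulated genes were drawn independently, so this does not test lists whose genes vary together.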

Results

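Bulk RNA-seq counts were analysed for 2 tissues of little skate (Leucoraja erinacea) embryos at stage 32: dorsal root ganglia (DRG), the clusters of sensory neurons and glia beside the spinal cord, and the spinal cord itself. Each tissue had 3 libraries, and each library was made from tissue pooled from 3 to 4 untreated wild-type embryos. The labels gave pool numbers 815, 816 and 818 to replicates 1, 2 and 3 of both tissues. The table held whole-number counts for 22087 named genes. DRG libraries held 26600397, 26472152 and 27093555 counts in replicates 1, 2 and 3, and spinal cord libraries held 29080300, 24693555 and 27596446. Mean depth was 26720000 ± 328000 counts in DRG and 27120000 ± 2230000 in spinal cord (SD, n = 3 each; two-sided exact permutation p = 0.7). More than 3 counts were found for 16350 ± 131 genes per DRG library and for 17600 ± 138 genes per spinal cord library (SD, n = 3 each). On the TMM scale, 3 counts stood at 0.136 to 0.176 CPM in DRG and at 0.0764 to 0.0888 CPM in spinal cord. The limit was therefore stricter in DRG, and the gene numbers are not compared at an equal level.

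The composition of the libraries differed between tissues. The 13 protein-coding genes of the mitochondrial genome took 31.2% ± 6.07 of the counts in named genes in DRG and 6.31% ± 0.804 in spinal cord (SD, n = 3 each), a ratio of 4.95. The ranges did not overlap, and the two-sided exact permutation p was 0.1, the smallest that 3 against 3 libraries can give. DRG replicates 1, 2 and 3 had shares of 33.7%, 35.7% and 24.3%, each with a 95% Wilson interval at most 0.0369 percentage points wide. Intervals and count floors cover counting error only, since reads without molecular identifiers are not independent molecules. The myelin gene mpz took 4.40% ± 0.670 of the counts in spinal cord and 0.187% ± 0.0667 in DRG (SD, n = 3 each; exact permutation p = 0.1). The 100 most abundant genes of each library took 49.5% ± 5.95 of the counts in DRG and 26.1% ± 0.749 in spinal cord (SD, n = 3 each; exact permutation p = 0.1). TMM normalisation factors were 0.671, 0.657 and 0.834 in DRG and 1.37, 1.39 and 1.43 in spinal cord.

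**Figure D1:**
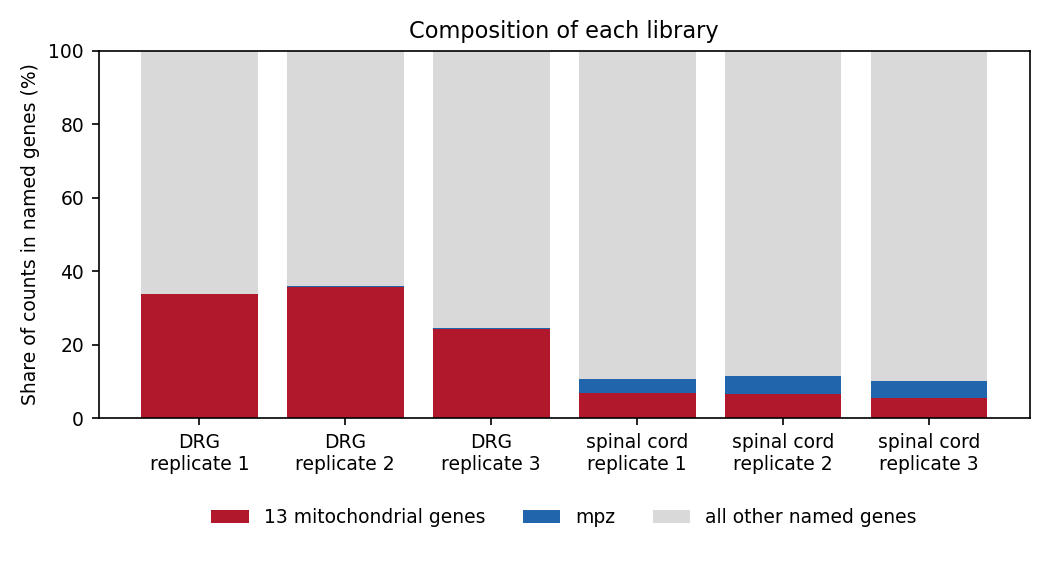
Share of the counts in named genes (%, y axis) taken by the 13 mitochondrial genes, by mpz and by all other named genes in each of the 6 libraries (x axis). The mitochondrial share was 24.3% to 35.7% in the 3 DRG libraries and 5.39% to 6.88% in the 3 spinal cord libraries.

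Libraries of one tissue resembled each other more than libraries of different tissues. Across genes, Pearson's r of log2 CPM (counts scaled to library size) was 0.947 to 0.976 within a tissue and 0.769 to 0.827 between tissues; genes are not independent replicates. Each pair of replicates differed by more than counting noise, with a chi-square per gene of at least 20.4, which excludes only that the same library was entered more than once.

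The comparison of DRG with spinal cord was made to define the genes that mark each tissue. Of 16112 genes tested, 9002 (55.9%) differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Higher expression in DRG was found for 4473 of them (49.7%), and higher expression in spinal cord for 4529 (50.3%). At an unadjusted p under 0.05 there were 9875 genes. The 2 groups of libraries did not overlap for 10466 genes (65%), where chance gives 10%. With a fold change of at least 2 in addition, 3101 genes marked DRG and 3196 marked spinal cord. The split by direction depended on the scaling. With library sizes alone in place of TMM, the median log2 fold change (DRG over spinal cord) of all tested genes moved from -0.04 to -0.99, and 15.5% of 10882 calls were higher in DRG against 84.5% in spinal cord. All fold changes below are therefore relative to the TMM scale.

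Among genes with a mean of at least 10 CPM in the higher tissue, kcnk18 had the largest fitted increase in DRG, at 177 ± 14.5 CPM against 0.203 ± 0.131 CPM in spinal cord (SD, n = 3 each; log2 fold change 9.78 ± 0.33 SE, adjusted p = 2.16e-06). For entpd3 the means were 282 ± 28.6 and 0.778 ± 0.428 CPM (SD, n = 3 each), a log2 fold change of 8.51 ± 0.40 SE (adjusted p = 3.82e-06). The other genes of the top 5 in DRG have no symbol; LOC129710770 and LOC129698995 had log2 fold changes of 8.93 ± 0.69 SE and 8.58 ± 0.38 SE (adjusted p = 3.21e-05 and 3.04e-06). In the opposite direction, adarb2 had 12.4 ± 1.22 CPM in spinal cord (SD, n = 3) and no more than 3 counts in any DRG library, so that it was at least 70.7-fold lower in DRG (adjusted p = 1.5e-05). For lhx9 the means were 16.7 ± 3.09 CPM in spinal cord and 0.0932 ± 0.124 CPM in DRG (SD, n = 3 each; log2 fold change -7.48 ± 0.59 SE, adjusted p = 3.54e-05). LOC129701835 was lower in DRG by a log2 fold change of -7.66 ± 0.41 SE (adjusted p = 6.27e-06), and LOC129695533, at or under 3 counts in each DRG library, was at least 105-fold lower (adjusted p = 3.52e-06).

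To ask which cell classes separate the tissues, 14 lists of marker genes fixed before the data were examined were followed. Of 332 symbols, 161 matched genes of the table and 142 genes were tested. Of these 142, 109 passed the threshold over all genes and 110 when adjusted over the list alone, with 41 of the 109 higher in DRG and 68 higher in spinal cord. Requiring at least 10 counts in every library moved this number most, to 70 genes. Under camera with a preset correlation of 0.01, 6 of the 12 lists with at least 5 tested genes passed at an adjusted p under 0.05. Under fry 9 lists passed, among them the 6, and under a correlation estimated from the data 0 passed. Splits of the libraries that mix the tissues also gave 3 to 6 lists under camera, with 0 genes past the threshold. Part of the tissue difference remains in those splits, so they do not show how many lists pass by chance.

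**Figure D2:**
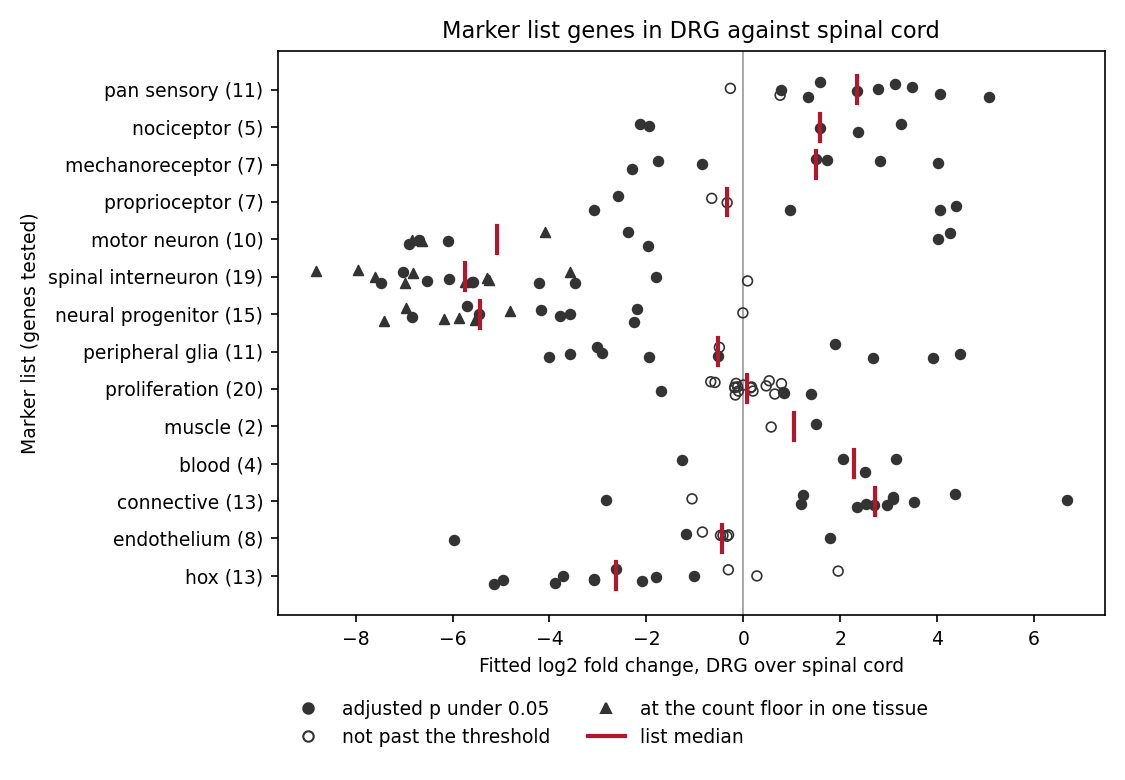
Fitted log2 fold change, DRG over spinal cord (x axis), of each tested gene of the 14 marker lists (y axis, number of tested genes in parentheses), with the list median as a red bar. Filled points passed an adjusted p of 0.05, open points did not, and triangles mark genes at or under 3 counts in every library of one tissue, whose fitted values are not bounds. The spinal interneuron genes lie below 0 with 1 exception, gata3, which lies below 0 with library sizes alone.

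The pan-sensory list, 11 tested genes of sensory neurons, was higher in DRG (9 genes past the threshold, camera adjusted p = 2.76e-05). Among the 9 are runx1 and runx3, which the nociceptor and proprioceptor lists also hold. The list had a median log2 fold change of 2.34, or 1.56 without a filter. Its largest change was that of pou4f3, at 33.7 ± 2.23 CPM in DRG and 0.995 ± 0.0757 CPM in spinal cord (SD, n = 3 each; log2 fold change 5.07 ± 0.18 SE, adjusted p = 2.16e-06). The log2 fold changes of isl1a, tlx3b, runx3, drgx and sncga were 3.13, 3.49, 4.06, 1.33 and 2.34, each with an adjusted p at or below 0.000145. For pou4f2 the adjusted p was 0.047, and it was 0.0865 with the replicate block; it lost the call in 5 of the 6 fits that each left out 1 library, and its change of 0.78 fell below 0 with library sizes alone. No difference was detectable for eya1 (adjusted p = 0.208) or avil (adjusted p = 0.771), and the direction of both changed under some alternatives.

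Lists of sensory neuron subtypes went both ways. The nociceptor list held only 5 tested genes. Of these, runx1, calca and tac1 were higher in DRG (log2 fold changes 1.59, 3.26 and 2.36) and gfra2b and oprm1 were lower (-2.12 and -1.95). The list did not pass (median 1.59, camera adjusted p = 0.645). Without a filter its median was 0.51 (camera adjusted p = 0.643). In the mechanoreceptor list, 4 of 7 genes were higher in DRG (ret, shox2, mafaa and ntrk2a, at 4.01, 2.83, 1.74 and 1.51) and asic1b, asic2 and cux2b were lower (median 1.51, camera adjusted p = 0.533). The proprioceptor list had a median of -0.33 (camera adjusted p = 0.828). In it, etv4 had 64.5 ± 9.25 CPM in DRG and 3.04 ± 0.277 CPM in spinal cord (SD, n = 3 each; log2 fold change 4.40 ± 0.18 SE, adjusted p = 2.48e-06). The opposite held for etv1, with 5.93 ± 1.58 CPM in DRG and 50.0 ± 5.97 CPM in spinal cord (SD, n = 3 each; log2 fold change -3.08 ± 0.22 SE, adjusted p = 2.07e-05). For calb1 the change was -2.58 and for calb2a 0.97, the latter not past the threshold with library sizes alone. Neither heg1 nor egr3 passed (adjusted p = 0.261 and 0.23); egr3 did so in the fit without DRG replicate 2, with a log2 fold change of -1.30 (adjusted p = 0.00878), and both did with library sizes alone (-1.28 and -1.64, adjusted p = 0.00274 and 0.00702).

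**Figure D3:**
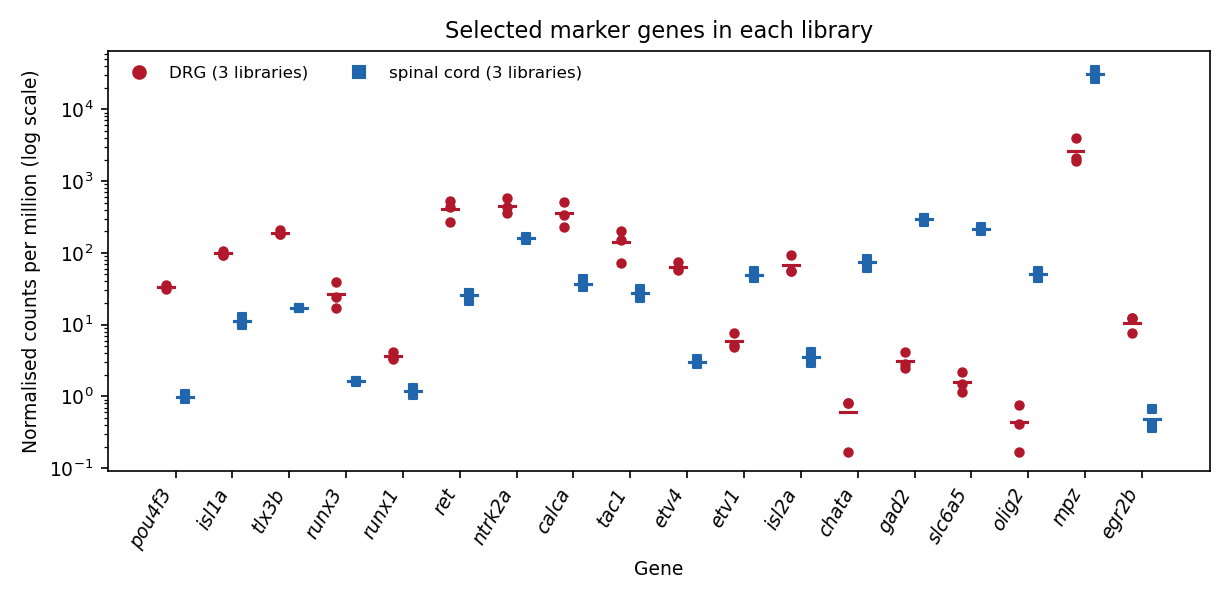
TMM-normalised CPM (log scale, y axis) of 18 marker genes (x axis) in the 3 DRG libraries (circles) and the 3 spinal cord libraries (squares), with the mean of each tissue as a horizontal bar. The pou4f3 points are near 33.7 CPM in DRG and 0.995 CPM in spinal cord, and the mpz points near 2640 and 31500 CPM.

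Spinal cord lists were higher in spinal cord. For 19 interneuron genes the median log2 fold change was -5.75, or -3.98 with the 9 genes at the count floor set to their bounds (18 genes past the threshold, camera adjusted p = 1.9e-09). The inhibitory neuron gene gad2 had 294 ± 19.6 CPM in spinal cord and 3.15 ± 0.861 CPM in DRG (SD, n = 3 each; log2 fold change -6.53 ± 0.23 SE, adjusted p = 2.16e-06). The glycine transporter genes slc6a5 and slc6a9 changed by -7.03 and -5.59. No count was found in any DRG library for sim1a, which was at least 11.5-fold lower in DRG. No difference was detectable for gata3 (adjusted p = 0.931), except in the fit without DRG replicate 2, where it was lower in DRG (log2 fold change -1.499, adjusted p = 0.0405). For 15 progenitor genes the median was -5.44, or -4.15 with 6 genes at their bounds (14 past the threshold, camera adjusted p = 7.51e-07). Of these, olig2 had 51.2 ± 5.90 CPM in spinal cord and 0.447 ± 0.297 CPM in DRG (SD, n = 3 each; log2 fold change -6.84 ± 0.35 SE, adjusted p = 5.04e-06), while fabp7b did not differ detectably, at 1930 ± 971 CPM in DRG and 1940 ± 242 CPM in spinal cord (SD, n = 3 each; adjusted p = 0.988).

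The motor neuron list had a median of -5.09, or -3.25 with 3 genes at their bounds (camera adjusted p = 0.0127), and did not pass with library sizes alone (adjusted p = 0.183). Of its 10 genes, 8 were higher in spinal cord, among them chata (-6.90), slc18a3a (-6.10) and nkx6.2 (-6.69); mnx1 and lhx3 were at least 14.4-fold and 12.4-fold lower in DRG. The other 2 were higher in DRG: isl2a, at 68.8 ± 22.2 CPM in DRG and 3.55 ± 0.611 CPM in spinal cord (SD, n = 3 each; log2 fold change 4.27 ± 0.27 SE, adjusted p = 1.33e-05), and ret, which the mechanoreceptor list also holds.

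Genes of the peripheral glia list moved in opposite directions (median -0.52, camera adjusted p = 0.533). Higher expression in spinal cord was found for mpz, at 31500 ± 4450 CPM against 2640 ± 1130 CPM in DRG (SD, n = 3 each; log2 fold change -3.57 ± 0.35 SE, adjusted p = 9.39e-05), and for mbpa (-1.95), plp1a (-4.01), sox10 (-2.91) and tfap2a (-3.02). Higher expression in DRG was found for egr2b (4.47), pmp22b (3.93), s100b (2.69) and foxd3 (1.90), all with an adjusted p at or below 0.000458.

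The Hox list, genes that mark position along the body axis, was higher in spinal cord (13 genes, median -2.62, camera adjusted p = 0.00123). Of these, 10 passed the threshold, including hoxb5a (-3.88), hoxa10b (-5.14), hoxa11b (-4.96) and hoxb7a (-1.01). The other genes were hoxd3a, hoxd4a and hoxb10a, with log2 fold changes of -0.31, 0.28 and 1.96; hoxd4a was lower in DRG with library sizes alone. The adjusted p of hoxb10a was 0.0565. It was 0.0451 with the replicate block, 0.0212 with voom and 0.0119 without spinal cord replicate 1, where the log2 fold change was 3.22. The fitted size of the hoxa11b change depended on DRG replicate 1, at 0.46 CPM against 0 CPM in DRG replicates 2 and 3. Without DRG replicate 1 the DRG level of hoxa11b was 0 CPM, so the fitted value of that fit is not a bound and gives no size. Expression of hoxa11b also varied in spinal cord, at 8.37, 0.83 and 4.81 CPM in replicates 1, 2 and 3.

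Among lists of other cell types, connective tissue genes were higher in DRG (13 genes, median 2.71, camera adjusted p = 0.00123). The largest changes were those of ogna (6.69) and col1a2, the latter at 2080 ± 939 CPM in DRG and 100 ± 20.2 CPM in spinal cord (SD, n = 3 each; log2 fold change 4.38 ± 0.38 SE, adjusted p = 5.59e-05); pdgfrb was lower in DRG (-2.82). The size of the list's deviation varied between the 3 DRG libraries more than that of matched random lists. Lists of blood and muscle had too few tested genes for a test. Of 4 blood genes (median 2.29), rhag and lmo2 were higher in DRG (3.16 and 2.52), and the calls of ptprc (2.05, adjusted p = 0.0265) and spi1b (-1.27, adjusted p = 0.0496) were lost with the replicate block (adjusted p = 0.058 and 0.0866). Expression of ptprc was 11.7 and 13.5 CPM in DRG replicates 1 and 3 and several times higher in DRG replicate 2, and without that library its log2 fold change was 0.76 (adjusted p = 0.0359). The call of ptprc was also lost with voom (adjusted p = 0.0638) and when spinal cord replicate 1, 2 or 3 was left out (adjusted p = 0.0869, 0.0816 and 0.053). Of 2 muscle genes (median 1.04), neb was higher in DRG (1.5, adjusted p = 0.0201). The call of neb was lost when any 1 spinal cord library was left out. The other gene, chrna1, did not differ detectably (0.58, adjusted p = 0.305). Without DRG replicate 2 the log2 fold changes were 0.78 for neb and 0.27 for chrna1, so the list median was lower too. The endothelial list did not pass (8 genes, median -0.44, camera adjusted p = 0.478), with cldn5a at -5.97 and kdr at 1.80; its median was -0.998 without DRG replicate 2 and -0.15 without DRG replicate 3. In this list, the call of tie1 (adjusted p = 0.0479) was lost with the replicate block (adjusted p = 0.0602). The proliferation list showed no detectable difference (20 genes, median 0.08, camera adjusted p = 0.645). Its median was -0.27 without DRG replicate 2. In it, ccnb1, pcna and plk1 were higher in DRG (1.39, 0.82 and 0.84), cenpf was lower (-1.70), and pcna and plk1 fell below 0 with library sizes alone.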

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

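The test of the unnamed rows was chosen after their counts were seen. The 24 rows that name no gene held 1.96% ± 0.0684 of all counts in DRG and 1.22% ± 0.199 in spinal cord (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give). They were singled out because they hold counts outside the comparison of named genes. The largest 2 rows held 99.86% of these counts. All 24 rows lie in an unbroken block of 37 rows together with the 13 mitochondrial protein-coding genes, which is consistent with their being further features of the mitochondrial genome, such as its ribosomal RNA and transfer RNA genes. The table does not name them, and which feature each row holds was not tested. Their share was 1.61 times as large in DRG as in spinal cord, against 4.95 times for the 13 named genes; whether these ratios differ was not tested. A biological difference in mitochondrial transcripts between the tissues remains open.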

How the results depend on the processing

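The number of genes that differ between the tissues was 9002 and stayed within 1.5 times of that number under each alternative tried: 9051 with DESeq2 size factors, 9066 with upper quartile factors, 10882 with library sizes alone, 9612 with DESeq2, 9150 with limma voom, 9087 without a filter, 7958 with at least 10 counts in every library, and 7416 to 9534 across the 6 fits that each left out 1 library. With the replicate block it was 8425, with 8243 of the 9002 genes shared. The block changed the call or direction of pou4f2, ptprc, spi1b, tie1, hoxb10a, avil and gata3. No other gene named here and followed under the block changed call or direction, and no list did. After the data were seen, 2 alternatives were added. Without the 13 mitochondrial genes 8970 genes passed, and with the numbers of pools 816 and 818 exchanged in the block 10227 passed, 8970 of them shared with the 9002. Single genes and lists were not examined with the exchanged numbers, so statements that a gene or list showed no detectable difference do not extend to that pairing.

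Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 1 gave as many genes past the threshold as the real split, namely the real split itself. The same count, 1 of 10, held for the genes higher in each tissue, for the genes with a fold change of at least 2 in each direction and for the marker list genes. The other 9 splits gave 0 genes, among them the 3 that also part all 3 labelled pairs but mix the tissues. Each of the 9 splits that mix the tissues gave 3 to 6 lists past the threshold under camera. At the preset correlation, lists can therefore pass under camera where 0 genes do. Of the 10 splits, 4 gave at least the 6 lists of the real split, so this number alone does not set the tissues apart. A split that mixes the tissues holds unequal numbers of each on its sides, so part of the tissue difference remains in it. That difference also widens the spread within each side, which lowers the number of genes called. Neither the 3 to 6 lists nor the 0 genes therefore show what chance alone would give. With 10 splits the share cannot be under 0.1, so chance and tissue cannot be told apart by counting splits alone.

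The scaling had the largest effect on the split of calls by direction. Library sizes alone gave 1692 genes higher in DRG and 9190 higher in spinal cord, and 1150 and 7521 with a fold change of at least 2; of the 9002 genes, 2621 lost the call and 160 others changed direction. The construction of this setting accounts for the shift, since it drops the normalisation factors that lie below 1 in each DRG library and above 1 in each spinal cord library. It moved the motor neuron list to a median of -6.02 (adjusted p = 0.183) and the proliferation list to -0.90. Among the 151 genes followed, the log2 fold changes of 15 crossed 0, and among the 90 of them followed value by value these were pou4f2 (-0.14), eya1 (-0.21), gata3 (-0.93), pcna (-0.15), plk1 (-0.13), chrna1 (-0.41) and hoxd4a (-0.68). Relative to the median of all genes in that setting, -0.99, each of these 7 values is higher. Of the 7, pou4f2, pcna and plk1 lost their calls and hoxd4a gained one. Among the others of the 90 genes, calls were lost for drgx, runx1, ntrk2a, calb2a, ccnb1, neb and ptprc, and gained for heg1, egr3, fabp7b, mki67, comp and hoxd3a.

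Stricter limits lowered the numbers of tissue marker genes by construction. The glmTreat test against a log2 fold change of 1 gave 1912 genes for DRG and 2003 for spinal cord, and a log2 fold change of at least 2 gave 1222 and 1617. With at least 10 counts in every library, 70 list genes and 3 lists passed; this filter removes genes that are near 0 in one tissue. The proliferation list then had a median of -0.0013. Without a filter 7 lists passed under camera.

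The list tests depended on the correlation between genes. With a correlation estimated from the data 0 lists passed. The medians are unaffected by that choice, at 2.34 (pan-sensory, adjusted p = 0.0548), -5.09 (motor neuron, 0.122), -5.75 (spinal interneuron, 0.0548), -5.44 (neural progenitor, 0.0548), 2.71 (connective tissue, 0.522) and -2.62 (Hox, 0.0621). Under fry the mechanoreceptor (1.51, adjusted p = 0.0385), proprioceptor (-0.33, 0.0012) and peripheral glia (-0.52, 0.00462) lists passed in addition. These lists hold genes that changed strongly in opposite directions. The p-value taken from fry was the directional one, so opposite changes do not by themselves account for these passes. That test does not use the median, so the medians given do not show its direction.

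Of 151 genes followed, those of the lists and the 5 largest changes in each direction, 49 changed their call or direction under at least 1 alternative and 24 changed direction. Among the 90 of them followed value by value, these numbers were 24 and 9. The named genes come from these 90, apart from myrf, LOC129712604 and LOC129693472, which were not followed. Over all alternatives of the 90, 1257 of 1327 values kept call and direction, 40 lost the call, 11 gained it and 19 changed direction. Apart from library sizes alone and the fits that left out 1 library, the changes of direction were those of fabp7b (0.0189 with DESeq2 size factors and 0.01894 with DESeq2), avil (0.23 with voom and 0.17 with the replicate block) and gata3 (-0.53 with voom and -0.46 with the block); none of these values passed the threshold, and the cause was not tested. Across the 6 fits that each left out 1 library, the log2 fold change ranged from -0.66 to 0.96 for avil, highest without spinal cord replicate 2, from -1.499 to 0.53 for gata3, and from -0.47 to 0.28 for fabp7b. Direction changed in 1 of these fits for avil, in 2 for gata3 and in 3 for fabp7b, and only gata3 without DRG replicate 2 then passed the threshold (-1.499, adjusted p = 0.0405). The proliferation list ranged from -0.27 without DRG replicate 2 to 0.19. The 6 lists past the threshold passed in each of these 6 fits. Calls of pou4f2, spi1b and tie1 were each lost in 5 of the 6, all but the one without DRG replicate 2. In addition pou4f2 lost the call with upper quartile factors, without a filter and with at least 10 counts in every library, spi1b with DESeq2 size factors, with DESeq2 and without a filter, and tie1 with DESeq2 size factors.

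Depth limits the lowest genes. A gene at or under 3 counts in each library of a tissue lies below 0.176 CPM there, so its fold is a lower bound. With 3 libraries per tissue, the simulated data gave calls for 46.6% of genes changed by a log2 fold change of 1. Only 195 tested genes were changed there and 135 were called, against 9002 calls in the real data. The same adjusted p threshold therefore asked for a smaller unadjusted p in the simulation, so this share does not carry over to the real test. A gene without a call is still not shown to be unchanged.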

Other observations

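The tests on myelin genes, on connective tissue genes, on same-numbered libraries and on RNA quality were chosen after the result was seen. Those on the mitochondrial share and on exchanged pools were chosen after the pattern had been noticed in the data, but before the value of the test was computed. All patterns were found and tested on the same libraries and are hypotheses.

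The order of the pools differed between the tissues. Deviations from the tissue mean correlated between DRG and spinal cord at 0.48 for pool 815, but at -0.24 for pool 816 and -0.18 for pool 818. Between DRG pool 816 and spinal cord pool 818 the correlation was 0.40, and between DRG pool 818 and spinal cord pool 816 it was 0.48. Large steps between pools gave the same order. A total of 30 genes had 1 pool standing at least 3 log2 units apart in both tissues, with at least 5 CPM, and in 27 of them the step had the same direction. In 9 the odd pool was 815 in both tissues. In 18 it was 816 in one tissue and 818 in the other, and in 0 it was 816 in both or 818 in both. At a step of 1 log2 unit 124 genes had the exchanged combinations of 816 and 818, 2 had 816 or 818 in both tissues, and 63 had 815 in both. The 30 genes form 24 clusters of neighbours, so they are not 30 independent observations. Examples chosen after their values were seen are LOC129712604, with 74.3 CPM in DRG pool 816 and 17.8 CPM in spinal cord pool 818 and at most 0.11 CPM in the other 4 libraries, and LOC129693472, with 6.69 and 6.95 CPM in the pool 815 libraries.

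The 18 exchanged genes fit an exchange of the numbers 816 and 818 in 1 of the tissues, at dissection, library preparation or naming, and the 0 same-numbered genes argue against same-numbered libraries sharing their embryos for these pools. Differences between embryo families in variants that switch single genes could produce such steps. RNA quality was tested in 2 ways. If steps were gradual, no gene should be at the floor in 4 libraries and present in 1 library of each tissue; 3 such genes were found, fewer than a limit of 5 that was itself set after the steps were seen, so a shared difference in RNA quality cannot be told apart from the exchange by this test, because the genes are too few. A second test was added because the first had not decided, with its values already known: a single graded quality factor gives one order of the libraries, whereas each of the 3 pools was the odd one in at least 9 of the 27 genes. This argues against a single graded factor; several factors acting on different genes remain open. Which tissue would carry the wrong numbers cannot be read from the counts. The comparison without a block does not use the numbers.

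The larger mitochondrial share in DRG was accompanied by higher nuclear genes of the same pathway. All 61 nuclear respiratory chain genes lay above 0, with a median log2 fold change of 1.94, which is 1.98 above the median of all genes. This argues against damaged or leaking cells that raise mitochondrial transcripts alone. Refitting without the 13 mitochondrial genes gave 8970 genes past the threshold, with 7 calls lost. TMM already trims extreme genes, so this refit moved almost nothing and does not decide whether a few abundant genes distort the normalisation of the others, which remains open. Ribosomal protein genes rose by a similar amount (68 genes, median 2.27, a difference of -0.33 for respiratory minus ribosomal genes). A bias of the DRG libraries towards short, abundant transcripts is therefore a candidate explanation that remains open, and so is a biological difference in metabolism between the tissues; transcript length was not tested. With library sizes alone the medians were 0.98, 1.28 and 2.11 for respiratory, ribosomal and mitochondrial genes, so the direction held under that scaling.

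The most abundant myelin transcript, mpz, is a gene of peripheral myelin in mammals, yet it was higher in spinal cord (31500 ± 4450 against 2640 ± 1130 CPM; SD, n = 3 each). Schwann cells carried over into the spinal cord samples would bring their other transcripts. If they had the proportions of glial transcripts found in the DRG libraries, the other 10 genes of the peripheral glia list would need spinal cord levels raised in the ratio of mpz. Of these, 7 lay more than 2 SE below that level, among them the 4 most abundant in DRG, including s100b (396 CPM found, 30400 needed), mbpa (8030 and 24700) and pmp22b (62.1 and 11300). The other 3, sox10, plp1a and tfap2a, did not fall short by that margin. This argues against carry-over of Schwann cells with those proportions. Other cells of the ganglion may contribute to these genes and raise the level needed, so Schwann cells of another composition remain open. The hypothesis that spinal cord myelinating cells of the skate express mpz may be tested by its location; here it rests on the same direction of plp1a, sox10, olig2 and, chosen after its values were seen, myrf (155 ± 5.31 against 1.64 ± 0.460 CPM; SD, n = 3 each).

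Connective tissue genes, higher in DRG, also varied between the DRG libraries. The median deviation of the 13 genes was 0.23, 0.45 and -0.67 log2 units in pools 815, 816 and 818, a range of 1.12. Among 10000 random lists matched on expression the median range was 0.22 and the upper 95% limit 0.49, so the list lay at percentile 100. Genes of random lists need not vary together, so a list of genes that do so for any reason could exceed them. This test therefore cannot tell unequal amounts of tissue around the ganglia from other causes, and such carry-over remains open. Connective tissue of the ganglion itself may also express some of these genes, which was not tested, so a difference between tissues that is not carry-over remains open.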
